A study of Mus musculus with 6 samples.

How the data were processed

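Messenger RNA of the prefrontal cortex was sequenced in 6 samples of C57BL/6J mice at postnatal day 28, 3 wild type and 3 labelled Hetero with the genotype Cyfip2 mutant, from stranded poly(A) libraries per the labels' protocols. Groups were taken from the sample titles. The authors deposited 1 table with a normalized count per gene and sample, used here as a signal: the values are not whole, are never negative, and sum to about the same total in each sample. The submitters' processing notes name Salmon 0.11.2, R 3.6.0, DESeq2 1.19.11 and the build GRCm38, without saying which step each was used for. The gene annotation, the scaling formula and any filter on genes are not given in the sources used here. The table held a row with a total of 3.39 over the 6 samples as its lowest.

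The low values were examined for the worth of 1 read. In each sample a single step divided 15.5% to 28.1% of the values under 60 into whole multiples (within 0.02 of a step), where a typical other step divided at most 3.2%. The steps had a geometric mean of 1.0 over the samples, as size factors do. Most values were not whole multiples, so whole reads could not be recovered, no count test was run, and the planned DESeq2 alternative was left out. The column total divided by the step gave the estimated reads per library, about 25500000 to 43900000. A value scaled gene by gene, for example for transcript length, would have this form, which was not tested further. The scaled values hide differences in depth, so the same value carries more counting error in a shallower library.

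Gene identifiers were matched to GENCODE mouse release M21 on GRCm38, the build the notes name. Of the identifiers 17875 matched, 16530 of them protein coding and 1187 pseudogenes of several types, and 14 did not match. Coordinates are 1-based and from that annotation. Near-identical copies, such as pseudogenes, can share reads, and their values are uncertain.

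Values were analysed as log2(value + 1) for the 14969 genes with a mean of at least 10 over all 6 samples, without further scaling, so a log2 change is on that scale and understates changes of low genes. The comparison of Hetero with WT was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend and robust fitting), two-sided, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. An exact permutation test was added for Cyfip2. The 35 gene lists (synaptic, actin, channel, stress, metabolic and cell type markers, tissue neighbours, genes around Cyfip2, substrain and sex-linked transcripts) were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, and beside it with an estimated correlation and with fry. The level of a list in a library is the mean over its members of the log2 value minus the gene's mean over the 6 libraries. The test, lists, naming rule and most alternatives were chosen before the data were examined.

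Genes were named by a rule: Cyfip2 and Cyfip1; in each direction the 10 genes with the smallest p past the threshold whose groups do not overlap and, where fewer than 5 passed, those with the smallest p up to 5, leaving out predicted genes and pseudogenes; the 4 members with the smallest p of each list that passed its test; and the 1 such member of every other list. Names outside it are marked as chosen after their values were seen, and 1 gene that the rule names is not reported here.

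The procedure was tested on simulated data for this comparison, with 14920 genes drawn from the measured means, estimated depths and spreads and 50 changed at each fold size. At an adjusted p under 0.05 limma recovered 28% of genes changed 1.25-fold, 72% of those changed 1.5-fold, 88% at 2-fold and 100% at 3-fold, with 11 unchanged genes called. With this many changed genes the adjusted threshold is easier to reach than with few. Camera called 0 of the lists when none was changed and members varied independently, and recovered a list raised on purpose.

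Replicates were not duplicates of each other: the smallest median absolute log2 difference between libraries of 1 group was 0.10. The labels give no batch or date. Alternatives were limma without trend and robust fitting, TMM rescaling, median centring, no filter or a mean of at least 50, pseudocounts of 0.5 and 8, a replicate block, the leading residual component as a covariate, a threshold of 0.1, leaving out each sample, and, chosen after seeing the data, voom weights, the trend without robust fitting, leaving out the third sample of both groups, and removing trends with GC content and length by splines with 4 degrees of freedom each.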

Results

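Gene expression was measured by mRNA sequencing in the prefrontal cortex of C57BL/6J mice at postnatal day 28, in 3 wild-type (WT) samples and 3 samples labelled Hetero with the genotype Cyfip2 mutant. Cyfip2 encodes a subunit of the WAVE regulatory complex, which links Rac signalling to actin assembly at the Arp2/3 complex. Of the genes in the deposited table, 14969 had a mean normalized count of at least 10 and were tested, and 2920 were not. Column totals lay between 29879143 and 30735443 because the samples had been scaled to each other. From the spacing of the low values, the libraries were estimated to hold about 25500000 to 43900000 assigned reads, with Hetero sample 3 the deepest. The labels do not say that the samples came from separate animals, so the p-values measure the spread between these samples, which may be partly technical.

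The first question was whether the transcript of the mutated gene differed between the genotypes. Cyfip2 (ENSMUSG00000020340, chromosome 11, 46193850 to 46312859 in GRCm38, minus strand, protein coding) had a mean normalized count of 29977 ± 2260 (SD, n = 3) in WT and 20160 ± 1630 (SD, n = 3) in Hetero. The WT samples read 31933, 30496 and 27503, and the Hetero samples read 20959, 21237 and 18285, so the groups did not overlap. The log2 change was -0.57 with a standard error of 0.07, a ratio of Hetero to WT of 0.672 with a 95% interval of 0.6 to 0.754. Cyfip2 had the smallest p of all tested genes in limma (2.1e-05, unadjusted), but its Benjamini-Hochberg adjusted p over all 14969 genes was 0.31. That adjustment is for a search over all tested genes, while the first question concerned this gene alone. The labels do not give which part of Cyfip2 is mutated, so these values are the total signal of the gene and may include transcript of the mutated allele. The exact two-sided permutation test over 20 assignments gave p = 0.1, the smallest that 3 against 3 samples allow. The leading residual component, estimated from these same samples, was used as a covariate, an alternative chosen before the data were examined. With this covariate the limma adjusted p was 0.00031 at a log2 change of -0.57. Without the third sample of both groups, an alternative added after the data were seen, it was 0.014 at a log2 change of -0.57. It was 0.033 after trends with GC content and transcript length were removed from each library, also added after the data were seen. Over its 20 alternatives the adjusted p of Cyfip2 ranged from 0.00031 to 1, and the gene was lower in Hetero in each. Several of these alternatives cannot alter the log2 change. The smallest adjusted p came with the residual component, which removes spread between these samples by construction. With it, the median standard error over genes was 0.084, against 0.097 in the main fit. Cyfip1, the paralog of Cyfip2, had a mean normalized count of 2610 ± 132 (SD, n = 3) in WT and 2627 ± 161 (SD, n = 3) in Hetero, with a log2 change of 0.01 and a standard error of 0.07.

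**Figure D1:**
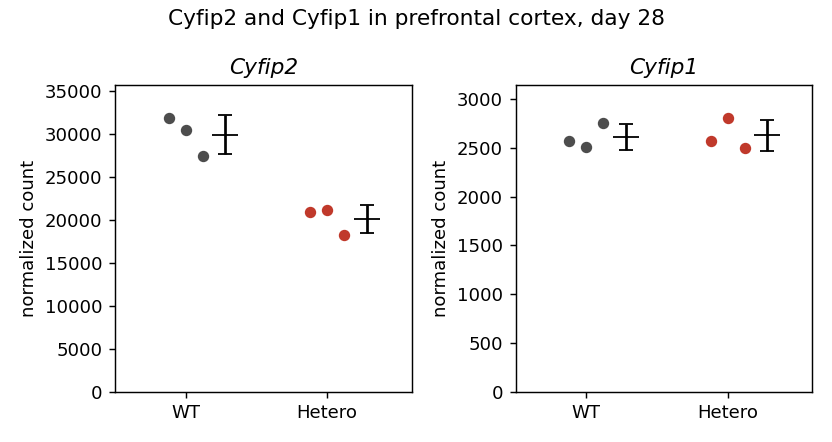
Normalized counts of Cyfip2 (left) and Cyfip1 (right) in 3 WT and 3 Hetero samples; each point is a sample, and the bar beside the points is the mean ± SD. Cyfip2 lies between 18285 and 21237 in Hetero and between 27503 and 31933 in WT, while the Cyfip1 values of the groups overlap.

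The second question was which other transcripts differed between Hetero and WT prefrontal cortex. In limma, 0 genes were higher and 0 were lower in Hetero at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 573 genes, 248 higher and 325 lower, which is 3.83% of those tested. The 3 Hetero values lay entirely above or below the 3 WT values for 1306 genes (8.7%), where chance gives 10%. The standard error of the log2 change had a median of 0.10 over genes. For 12105 genes (80.9%) the 95% interval of the change lay within 1.5-fold in both directions, so changes of that size were not compatible with these samples for most tested genes. With the leading residual component as a covariate, 1 gene was higher (Jun) and 1 was lower (Cyfip2), and after removal of GC content and length trends 0 were higher and 1 was lower (Cyfip2). Leaving out 1 sample gave 1 higher gene without WT sample 1 (Rpl15-ps3) and 1 lower gene without Hetero sample 2 (Gm10240). Without the third sample of both groups, 3 genes were higher (Jun, which encodes an activity-regulated transcription factor, the pseudogene Gm7334 and AC149090.1, an unplaced-scaffold gene) and 1 was lower (Cyfip2). Apart from Jun and Cyfip2, these genes were named after their values were seen, and a gene on an unplaced scaffold or a pseudogene can share reads with near-identical copies.

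Genes with the smallest p in each direction did not pass the threshold, and their values are given as measured. On the higher side, Fam19a2 (chromosome 10, 123263996 to 123741204), which encodes a secreted neuronal protein, had a mean of 699 ± 55.9 in WT and 1029 ± 42.6 in Hetero (SD, n = 3 each), a log2 change of 0.56 ± 0.08 (SE) and a limma adjusted p of 0.37. Pip5kl1 (chromosome 2, 32574797 to 32583782) differed by 0.59 ± 0.10 (SE) and Tspan11, a tetraspanin (chromosome 6, 127887589 to 127953977), by 0.72 ± 0.14 (SE). Rorb, a transcription factor of layer 4 neurons (chromosome 19, 18930605 to 19111196), read 1174 ± 84.0 in WT and 1577 ± 166 in Hetero (SD, n = 3 each), a log2 change of 0.42. On the lower side, Tnnc1, a troponin C (chromosome 14, 31208312 to 31211729), differed by -0.55 ± 0.10 (SE) and Lypd1, a modulator of nicotinic receptors (chromosome 1, 125867622 to 125913101), by -0.41 ± 0.08 (SE). Ggt5, a gamma-glutamyltransferase (chromosome 10, 75589340 to 75617200), read 150.0 ± 36.5 in WT and 60.5 ± 19.3 in Hetero (SD, n = 3 each), a log2 change of -1.31 ± 0.25 (SE). Pcolce2, a procollagen C-endopeptidase enhancer (chromosome 9, 95637601 to 95698096), differed by -0.81 ± 0.15 (SE). These 8 genes are protein coding, their groups did not overlap, and their limma adjusted p values lay between 0.37 and 1.

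**Figure D2:**
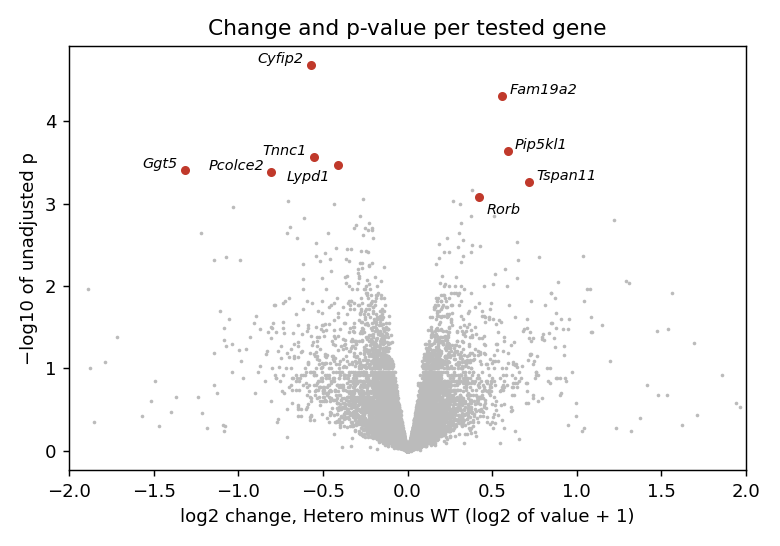
Log2 change between Hetero and WT (x axis) against −log10 of the unadjusted limma p (y axis) for the tested genes; each point is a gene, and the labelled points are Cyfip2 and other genes with the smallest p in each direction. Cyfip2 has the smallest p, and 16 genes with changes beyond ±2 lie outside the x axis.

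The third question was whether groups of functionally related genes moved together, using 35 lists. With the preset correlation of camera, 10 lists passed at an adjusted p under 0.05, 6 lower and 4 higher in Hetero. With the correlation estimated for each list, 0 lists passed, and the adjusted p of the 10 lists lay between 0.51 and 0.90. The directional fry test passed 0 lists, with a smallest adjusted p of 0.62, and 2 lists had an unadjusted p under 0.05 in it. No member of any list passed the threshold over all genes.

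Markers of oligodendrocyte precursors were lower in Hetero as a group: 13 of 13 tested members had a lower fitted value, with a median log2 change of -0.15 (camera adjusted p = 3.7e-08, adjusted p = 0.51 with an estimated correlation). Gpr17, a receptor of committed precursors, differed by -0.25, Neu4, a sialidase, by -0.33, Cspg4, which encodes the NG2 proteoglycan, by -0.27, and Pdgfra, the PDGF receptor of these cells, by -0.23. Adjusted over the list alone, 1 member (Gpr17) passed. The list's level was lower in all 3 Hetero than in all 3 WT libraries. Of the 35 lists, 4 had levels that did not overlap between the groups, where chance gives 10%. These were the precursor, microglia and deep-layer lists and the genes around Cyfip2, so this separation alone is weak evidence. Microglia markers were lower in 23 of 25 members, with a median of -0.09 (camera adjusted p = 5.7e-05, adjusted p = 0.51 with an estimated correlation), among them Fcer1g (-0.32), an Fc receptor subunit, Ctss (-0.19), the protease cathepsin S, Fcrls (-0.20) and Irf8 (-0.31), a transcription factor of microglia. Their level did not overlap between the groups either, but WT sample 1 (0.002) and Hetero sample 3 (0.001) nearly met, and 0 members passed adjusted over the list alone. The 13 mitochondrially encoded messages were lower in 11 cases, with a median of -0.10 (camera adjusted p = 8.1e-05, adjusted p = 0.51 with an estimated correlation). Their level overlapped between the groups, with WT sample 2 at -0.025 and Hetero sample 1 at 0.012. The complex I subunits mt-Nd4 and mt-Nd5 differed by -0.14 and -0.22, mt-Co2 by -0.14 and mt-Cytb by -0.12, and 0 passed adjusted over the list alone.

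Markers of deep-layer excitatory neurons were lower in 18 of 23 tested members, with a median log2 change of -0.10 (camera adjusted p = 0.00098, adjusted p = 0.51 with an estimated correlation). Crym, a thyroid hormone binding protein, read 1507 ± 150 in WT and 992 ± 181 in Hetero (SD, n = 3 each), a log2 change of -0.62, and was the 1 member that passed adjusted over the list alone (adjusted p = 0.035). The list's level separated the groups by a narrow gap, with WT sample 1 at -0.022 and Hetero sample 1 at -0.025. Etv1, a layer 5 transcription factor, differed by -0.26, Il1rapl2 by -0.34 and Ccn2, a marker of layer 6b, by -0.14. Markers of upper-layer excitatory neurons were higher in 12 of 15 members, with a median of 0.07 (camera adjusted p = 0.004, adjusted p = 0.51 with an estimated correlation). Of these, 2 passed adjusted over the list alone, Rorb (0.42) and Cux1 (0.24), a transcription factor of layers above layer 5. Pou3f2 differed by 0.20 and Cdh13 by -0.15. The upper-layer call ended without WT sample 2 (adjusted p = 0.07) and without Hetero sample 2 (adjusted p = 0.097).

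Genes of the excitatory postsynaptic scaffold were lower in 22 of 28 members, with a median log2 change of -0.06 (camera adjusted p = 0.0021, adjusted p = 0.76 with an estimated correlation). Camk2a, the kinase subunit of synaptic plasticity, differed by -0.11, Nlgn3, an adhesion molecule, by -0.12, and the scaffold genes Shank3 and Dlg2 by -0.11 and -0.16. Glutamate receptors and their auxiliary subunits were lower in 24 of 27 members, with a median of -0.05 (camera adjusted p = 0.0035, adjusted p = 0.76 with an estimated correlation), among them Grm3 (-0.25), Grin3a (-0.20), Cnih2 (-0.18) and Cnih3 (-0.15). In both lists 0 members passed adjusted over the list alone. Both calls rested on Hetero sample 3, whose level was -0.12 for the scaffold and -0.14 for the receptors against -0.01 to 0.05 in the other Hetero samples; without it the adjusted p was 0.33 and 0.47. The scaffold call also ended without WT sample 1 (adjusted p = 0.069).

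Markers of meninges and fibroblasts were higher in 18 of 19 members, with a median of 0.22 (camera adjusted p = 0.00048, adjusted p = 0.86 with an estimated correlation). Slc47a1, a transporter, read 126 ± 78.7 in WT and 238 ± 16.1 in Hetero (SD, n = 3 each), and Col1a1, a collagen chain, 564 ± 106 and 704 ± 105, while Aebp1 differed by 0.23 and Ogn by 0.37. The list's level ranged from -0.36 to 0.24 in WT and from -0.07 to 0.28 in Hetero, and the call ended without WT sample 3 (adjusted p = 0.26) and without Hetero sample 2 (adjusted p = 0.097). Ribosomal protein genes were higher in 54 of 73 members by a median of 0.03 (camera adjusted p = 0.016, adjusted p = 0.90 with an estimated correlation), with Rps16 at 0.15, Rps3 at 0.11, Rps25 at 0.12 and Rps26 at 0.08. Without Hetero sample 3 this list was lower instead (adjusted p = 0.0068), and the call ended without WT sample 2 (0.32) and without WT sample 3 (0.053). Heat shock and unfolded protein response genes were higher in 20 of 24 members by a median of 0.05 (camera adjusted p = 0.022, adjusted p = 0.86 with an estimated correlation), with the chaperone genes Hspa1a at 0.26, Hsp90aa1 at 0.10 and Hspa1b at 0.23, and Sdf2l1 at -0.18. This call ended without WT sample 3 (0.64), Hetero sample 2 (0.13) or Hetero sample 3 (0.1). The heat shock call also ended after GC content and length trends were removed (0.061), an alternative added after the data were seen. In these 3 lists 0 members passed adjusted over the list alone.

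**Figure D3:**
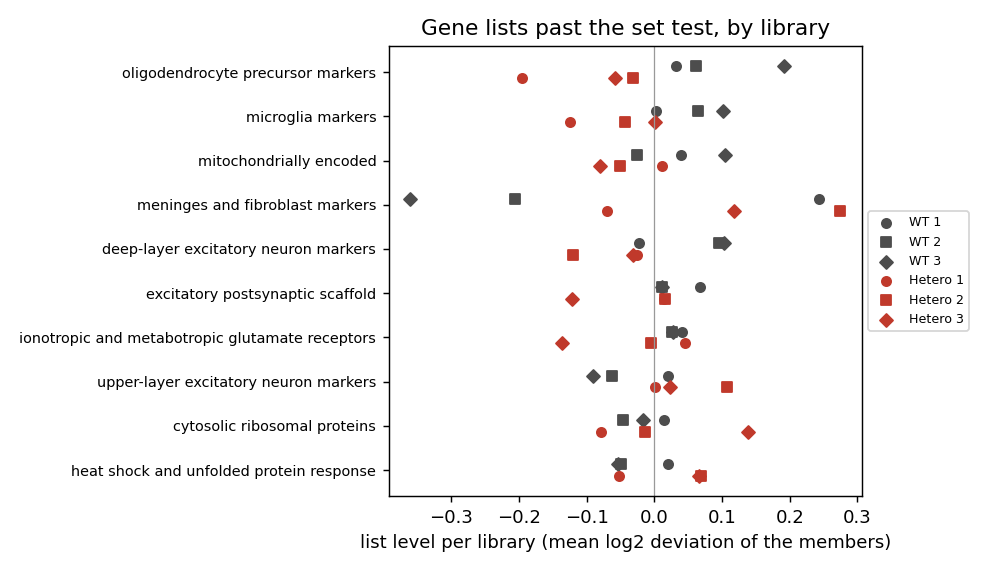
Level of the 10 lists that passed camera with the preset correlation, per library; the x axis is the mean over the list's members of the log2 value minus that gene's mean over the 6 libraries, in log2 units. The oligodendrocyte precursor, microglia and deep-layer levels do not overlap between WT and Hetero, while Hetero sample 3 lies apart for the scaffold (-0.12), the receptors (-0.14) and the ribosomal proteins (0.14).

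The lists closest to the function of Cyfip2 did not pass. The WAVE regulatory complex without Cyfip2 had 9 of 11 members with a lower fitted value (camera adjusted p = 0.26), and its smallest p belonged to Nckap1l (-0.18), the haematopoietic paralog of Nckap1. The Arp2/3 complex and actin regulators split into 19 higher and 19 lower members (0.76), with a median change just above 0 and a mean below 0, and Arpc5 differed by -0.16. FMRP and translation initiation factors had 13 of 21 lower members (0.55), with Eif4g2 at -0.13. GABA receptors and the inhibitory synapse had an adjusted p of 0.82, with a test direction higher against a median of -0.02, and Gabrd, the delta subunit, at 0.15. Presynaptic vesicle genes had an adjusted p of 0.55, with the vesicle protein gene Vamp1 at 0.19. Voltage-gated ion channels had 22 higher and 23 lower members (0.27), with a median of -0.01 against a test direction higher, and Kcnc1, the fast potassium channel Kv3.1, at 0.18 ± 0.05 (SE). Without Hetero sample 3 that list was higher with an adjusted p of 1.8e-06, and without WT sample 1 with 0.047. Immediate early genes had 19 higher and 17 lower members (0.82), a mean change just below 0 against a test direction higher, and Jun at 0.73 ± 0.23 (SE); without Hetero sample 3 the list was lower (adjusted p = 0.00039). Their level was 0.24 in Hetero sample 3 against -0.11 and -0.14 in the other Hetero samples. Glucocorticoid response genes (0.81, Map3k6 at -0.49), Wnt and GSK3 signalling (0.55, Ctnnb1, the gene of beta-catenin, at -0.21) and monoamine receptors and enzymes (0.63, Maoa at -0.17) did not pass. The circadian clock list did not pass either (0.066), although Rorb (0.42) passed adjusted over the list alone; it was higher without WT sample 1 (0.0028), WT sample 2 (0.025) or Hetero sample 3 (0.00026). The nuclear-encoded respiratory chain had 37 higher and 38 lower members (0.87), with Sdha at -0.07. Without Hetero sample 3 it was lower (adjusted p = 1.8e-06), and without Hetero sample 2 higher (0.033).

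Markers of other cell types and of neighbouring tissue gave the following values. Astrocyte markers had 17 of 23 lower members (camera adjusted p = 0.27), with the glutamate transporter Slc1a3 at -0.18, and mature oligodendrocyte and myelin genes had 22 of 31 lower members (0.15), with Cryab at 0.22. Astrocyte markers were lower without WT sample 1 (0.0013) or Hetero sample 3 (0.018), and myelin genes were lower without WT sample 1 (4.6e-07) or Hetero sample 3 (7.6e-05). Endothelial and pericyte markers had 16 of 26 higher members (0.55, Rgs5 at 0.11; 0.017 without Hetero sample 1), and interneuron markers 18 of 29 (0.55), with Pvalb, a marker of fast-spiking interneurons, at 0.28. Striatum markers did not pass (0.34), although Adcy5, an adenylyl cyclase named after its value was seen, was at -0.20 and passed adjusted over the list alone. Of choroid plexus and ependyma markers (0.33) 1 passed adjusted over the list alone, Kl, the gene of klotho, at 0.78 and normalized counts of 28.0 ± 3.5 in WT and 48.5 ± 4.0 in Hetero (SD, n = 3 each). Olfactory bulb markers (0.72, Tpbg at 0.26), thalamus markers (0.82, Slc17a6 at 0.22, with a median of -0.04 against a test direction higher), interferon response genes (0.63, Bst2 at -0.36; 0.025 without WT sample 2) and blood cell markers (0.87, Ptprc at -0.25) did not pass. The level of the blood cell list was 0.39 in WT sample 3 and 0.56 in Hetero sample 3, against -0.64 to 0.13 in the other 4 libraries, and Hbb-bs, a beta-globin gene, read 14068 and 16979 in those 2 libraries against 4579 to 8701 elsewhere. Genes around Cyfip2 on chromosome 11 had 7 of 10 lower members, with a median of -0.17 (adjusted p = 0.055, 0.51 with an estimated correlation, 0.024 by the preset correlation without WT sample 2), and Adam19, which lies at 46055992 to 46147343 beside Cyfip2, was at -0.23 ± 0.08 (SE). Transcripts known to differ between C57BL/6 substrains had an adjusted p of 0.82, with Crb1 at -0.55 ± 0.39 (SE). In this list Entpd4 and Entpd4b are near-identical copies, and Entpd4 was listed at 0 in WT sample 2, so their split is uncertain. The Y-linked genes did not differ (0.82), with Ddx3y at 1129 ± 107 in WT and 1231 ± 146 in Hetero (SD, n = 3 each), and all 6 libraries held its transcript.

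Genotype was not the main axis of variation among the libraries. The leading principal component held 28.3% of the variance, with WT sample 3 at 27.76 and Hetero sample 3 at 11.75 on one end and WT sample 1, Hetero sample 1 and Hetero sample 2 between -15.96 and -11.94 on the other. The median absolute log2 difference per gene was 0.11 to 0.13 between WT libraries, 0.10 to 0.15 between Hetero libraries and 0.09 to 0.15 between libraries of different genotype.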

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

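Voom weights, the trend without robust fitting, leaving out the third sample of both groups and removing GC content and length trends were chosen after the data were seen. DESeq2 was not run because the values are not counts, and the leading residual component took the place of a surrogate variable. Cyfip2 was lower in Hetero in all of its 20 alternatives, with log2 changes from -0.634 to -0.504. The other 72 named genes kept their sign in 1435 of 1438 alternative values; the 3 exceptions were Cyfip1 in fits without 1 sample. In 3 of the values, all of Jun, the adjusted p passed (0.0035 with the replicate block, 0.01 with the residual component, 0.037 without the third samples). Agreement in sign was partly built in, for these genes and for Cyfip2. Changes to the variance model, filter, threshold, block or residual component left the Cyfip2 log2 change at -0.573. Apart from Cyfip1, the named genes had also been picked from these data for a small p. Lists that did not pass had another sign in at least 41 alternative values over at least 20 lists. Immediate early genes and the nuclear respiratory chain passed with another sign without Hetero sample 3 and without the third samples. The cause was not tested for the shifts below, beyond fewer samples where samples were left out. Depth, about 25500000 to 43900000 estimated reads per library, limits the low genes most.

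With the replicate block, 1 gene was higher (Jun) and 1 lower (Cyfip2, -0.573, adjusted p 0.0016), and 13 lists passed, now including circadian clock (0.00074), myelin (0.0015) and the genes around Cyfip2 (0.021). The numbers do not pair the samples by the deviations (-0.005, 0.004 and 0.227), and Hetero sample 2 correlated best with WT sample 1 (0.181), not with its own number. With the residual component 1 gene was higher (Jun) and 1 lower (Cyfip2, -0.573, adjusted p 0.00031); this component was estimated from the same 6 samples.

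With an estimated correlation 0 lists passed: adjusted p was 0.51 for upper-layer, deep-layer, oligodendrocyte precursor, microglia and mitochondrially encoded lists, 0.76 for glutamate receptors and scaffold, 0.86 for meninges and heat shock, and 0.9 for ribosomal proteins. Directional fry passed 0 lists: 0.62 for deep-layer and precursor, 0.67 for microglia and mitochondrially encoded, 0.8 for glutamate receptors, scaffold, upper-layer and heat shock, 0.94 for meninges and 1 for ribosomal proteins. Mixed fry passed 0 lists: 0.36 for precursor and mitochondrially encoded, and 0.97 for glutamate receptors, scaffold, upper-layer, deep-layer, microglia, meninges, ribosomal proteins and heat shock.

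Without the third sample of both groups, 3 genes were higher and 1 lower (Cyfip2, -0.565, adjusted p 0.014), and 10 lists passed. Calls ended for glutamate receptors (0.54), scaffold (0.2), meninges (0.4) and heat shock (0.88). Voltage-gated channels (0.00071) and circadian clock (0.013) passed as higher. Immediate early genes (0.00075), the nuclear respiratory chain (6.3e-06) and ribosomal proteins (0.0068) passed as lower, opposite to the direction with all samples. With GC content and length trends removed, 0 genes were higher and 1 was lower (Cyfip2, -0.555, adjusted p 0.033); voltage-gated channels passed (0.004), and heat shock did not (0.061).

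Leaving out each sample in turn gave 0 to 1 genes higher (Rpl15-ps3 without WT sample 1) and 0 to 1 lower (Gm10240 without Hetero sample 2), and 7 to 13 lists. The precursor, microglia, mitochondrially encoded and deep-layer calls held in all 6 fits. Adjusted p ranged from 8.4e-05 to 0.47 for glutamate receptors, 0.00045 to 0.33 for scaffold, 0.00039 to 0.097 for upper-layer, 8.9e-11 to 0.26 for meninges, 1.1e-08 to 0.32 for ribosomal proteins and 0.00066 to 0.64 for heat shock. Among lists that did not pass, it ranged from 1.8e-06 to 0.94 for voltage-gated channels, 0.00039 to 0.92 for immediate early genes, 0.00026 to 0.84 for circadian clock, 0.0013 to 0.92 for astrocytes, 4.6e-07 to 0.56 for myelin, 0.017 to 0.92 for endothelial, 1.8e-06 to 0.92 for the nuclear respiratory chain, 0.025 to 0.99 for interferon and 0.024 to 0.17 for the genes around Cyfip2. Ribosomal proteins (0.0068), immediate early genes (0.00039) and the nuclear respiratory chain (1.8e-06) were lower without Hetero sample 3.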

Other observations

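The fits with an estimated correlation and without single libraries were chosen before the data were examined, but their use as tests of the patterns here, like the tests of dilution and of dissection depth, was chosen only after the results were seen. Several transcripts abundant in fast-spiking interneurons, singled out after their values were seen, lay higher in Hetero without passing the threshold. Pvalb read 846.6 ± 16.4 in WT and 1036 ± 134 in Hetero, and Kcnc1 6191 ± 79.3 and 7032 ± 99.5 (SD, n = 3 each). Vamp1 differed by 0.19 on the log2 scale, and Kcnab3, a potassium channel subunit, by 0.43 with all Hetero values above all WT values. The hypothesis that transcripts of these cells may be higher as a group was tested on 16 other genes listed before their values were looked at. It was not supported: p was 0.55 with an estimated correlation, the median change was 0.01, and 10 genes were higher and 6 lower, among them Acan, a component of perineuronal nets (-0.13).

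The counts of calls were set against the other ways of splitting the 6 samples into 3 and 3. There are 10 such splits, too few for a share under 0.05. For genes the real split gave 0 and the highest of the others 1; any of the 10 splits gives at least 0, so this count carries no information. For lists the real split gave 10 and the highest other 14, and 6 of 10 gave at least as many. The split of WT sample 1 with Hetero samples 1 and 2 against the rest gave 2310 genes at an unadjusted p under 0.05, against 573 in the real split, which points to a structure of the samples other than genotype. The list calls may come from members that vary together between libraries. Once that correlation was estimated, 0 of the 10 lists passed. However, 0 lists passed in each of the 10 splits, including the split with 2310 genes, so this count cannot decide the question.

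Oligodendrocyte precursor markers were lower in Hetero in 13 of 13 members. At the preset correlation the highest adjusted p without 1 library was 0.00019, and the list passed after GC content and length trends were removed (1.8e-07). The preset of 0.01 lies below the estimated correlation of 0.263, so these p-values may be too small. The levels did not overlap between the groups, so the direction did not rest on 1 library. The size rested partly on Hetero sample 1 (-0.196, against -0.031 and -0.058) and WT sample 3 (0.192, against 0.032 and 0.062). Dilution of all cell types other than neurons alike is argued against by the precursor level minus the vascular level, which was -0.21 between Hetero and WT (pooled SD 0.086), lower in all 3 Hetero libraries (exact permutation p = 0.1, the smallest possible). Levels of the other glial lists lay on the same side as the precursors, by -0.11 for microglia with groups that did not overlap, -0.07 for myelin and -0.03 for astrocytes, so a lower share of glia without vascular cells is not excluded. Co-variation of the members remains open (adjusted p = 0.51 with an estimated correlation), as does a difference between the genotypes in these cells, which was not tested further.

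Deep-layer markers were lower and upper-layer markers higher in Hetero. Both lists passed after GC content and length trends were removed, the larger adjusted p being 0.002, but neither passed with an estimated correlation (adjusted p = 0.51 for each). The upper-layer call also ended without WT sample 2 (0.07) and without Hetero sample 2 (0.097). The upper-layer minus the deep-layer level differed by 0.21 (pooled SD 0.119, exact permutation p = 0.2) and overlapped between the groups. More superficial tissue in the Hetero dissections cannot be told apart from a genotype effect: the myelin level differed by -0.07 (pooled SD 0.207), the meninges level by 0.21 (pooled SD 0.253) and the striatum level by -0.04 (pooled SD 0.042), each within the spread between libraries. Within each genotype, the upper-layer minus deep-layer level ranked the libraries as the meninges level did. In WT samples 1 to 3 the values were 0.043, -0.158 and -0.194 against 0.243, -0.205 and -0.36 for meninges. In Hetero samples 1 to 3 they were 0.026, 0.228 and 0.055 against -0.07, 0.275 and 0.118. The myelin level ranked in the reverse order in WT but not in Hetero.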
